# Integrated Genomics Identifies miR-32/MCL-1 Pathway as a Critical Driver of Melanomagenesis: Implications for miR-Replacement and Combination Therapy

**DOI:** 10.1371/journal.pone.0165102

**Published:** 2016-11-15

**Authors:** Prasun J. Mishra, Pravin J. Mishra, Glenn Merlino

## Abstract

**Aims:**

Cutaneous malignant melanoma is among the deadliest human cancers, broadly resistant to most clinical therapies. A majority of patients with *BRAF*^V600E^ melanomas respond well to inhibitors such as vemurafenib, but all ultimately relapse. Moreover, there are no viable treatment options available for other non-*BRAF* melanoma subtypes in the clinic. A key to improving treatment options lies in a better understanding of mechanisms underlying melanoma progression, which are complex and heterogeneous.

**Methods:**

In this study we integrated gene and microRNA (miRNA) expression data from genetically engineered mouse models of highly and poorly malignant melanocytic tumors, as well as available human melanoma databases, and discovered an important role for a pathway centered on a tumor suppressor miRNA, *miR-32*.

**Results:**

Malignant tumors frequently exhibited poor expression of *miR-32*, whose targets include *NRAS*, *PI3K* and notably, *MCL-1*. Accordingly, *MCL-1* was often highly expressed in melanomas, and when knocked down diminished oncogenic potential. Forced *MCL-1* overexpression transformed immortalized primary mouse melanocytes, but only when also expressing activating mutations in *BRAF*, *CRAF or PI3K*. Importantly, both *miR-32* replacement therapy and the *MCL-1*-specific antagonist sabutoclax demonstrated single-agent efficacy, and acted synergistically in combination with vemurafenib in preclinical melanoma models.

**Conclusions:**

We here identify *miR-32*/*MCL-1* pathway members as key early genetic events driving melanoma progression, and suggest that their inhibition may be an effective anti-melanoma strategy irrespective of *NRAS*, *BRAF*, *and PTEN* status.

## Introduction

Cancer initiation and progression are stepwise processes, occurring over time via accumulation of mutations that activate oncogenes, deactivate pro-apoptotic and tumor suppressor genes, leading to tumorigenesis and, ultimately metastasis. This problem is magnified in malignant melanoma, which is highly metastatic and characteristically resistant to traditional therapies with a median patient survival of ~6 months. Recently developed targeted *BRAF*^V600E^ inhibitors (e.g. vemurafenib, dabrafenib) typically elicit significant clinical responses for most *BRAF*^*V600E*^ positive melanomas [1]. Unfortunately, melanoma patients routinely succumb to inherent and acquired resistance to targeted *BRAF*^*V600E*^ inhibitors [2], resulting in drug resistant progressive disease and an unacceptably high incidence of mortality [3].

Mutant RAS has thus far not been druggable, and agents that target downstream effectors in RAS/NF1-regulated networks (e.g. MEK inhibitors such as trametinib) have been only marginally effective as single agent therapies. Recently clinical success has been achieved using biological immunomodulatory therapies designed to enhance the effector arm of the immune system by targeting inhibitory mechanisms using antibody-based immune checkpoint inhibitors of CTLA-4, PD-1 and PD-L1 (e.g. ipilimumab; nivolumab, MK3475; BMS-936559, MEDI-4736, respectively). These immunomodulatory agents can produce durable clinical responses, but only 15%-30% of patients respond at all [4–6]. Meanwhile, there are no effective treatment options available for wildtype-*BRAF*/*NRAS* melanomas, which constitute ~30% of all melanomas. Melanomagenesis is significantly enhanced upon loss of melanoma-associated loci *PTEN* and *CDKN2A*. *CDKN2A* locus harbors two functionally distinct, yet overlapping tumor suppressors (*p16*^*INK4a*^ or INK4a, and *p14*^*ARF*^ or ARF), encoded in different reading frames. Moreover, the propensity of melanomas to metastasize, even many years after removal of the primary tumor, makes this cancer especially deadly.

A key to improving treatment options for melanoma patients lies in a better understanding of mechanisms underlying melanoma progression, which are complex and heterogeneous. In this regard, tractable genetically engineered mice (GEM) that accurately model the genesis and progression of human melanoma can be critical tools for experimental analysis and discovery. The MET-deregulated hepatocyte growth factor/scatter factor (HGF/SF)-transgenic mouse model develops UV-dependent tumors that resemble human melanomas with respect to histopathology, etiology and molecular wiring [7]. We have discovered that UV-initiated melanomas driven by the *HGF/SF-*transgene arise with a significantly higher frequency and shorter latency when deficient in *ARF* relative to *INK4a* (Fig 1A) [8, 9]. Although less well studied compared to *INK4a*, *ARF* is a frequent target of deletion, inactivating mutation or methylation suppression in human melanoma [10–12].

**Fig 1:**
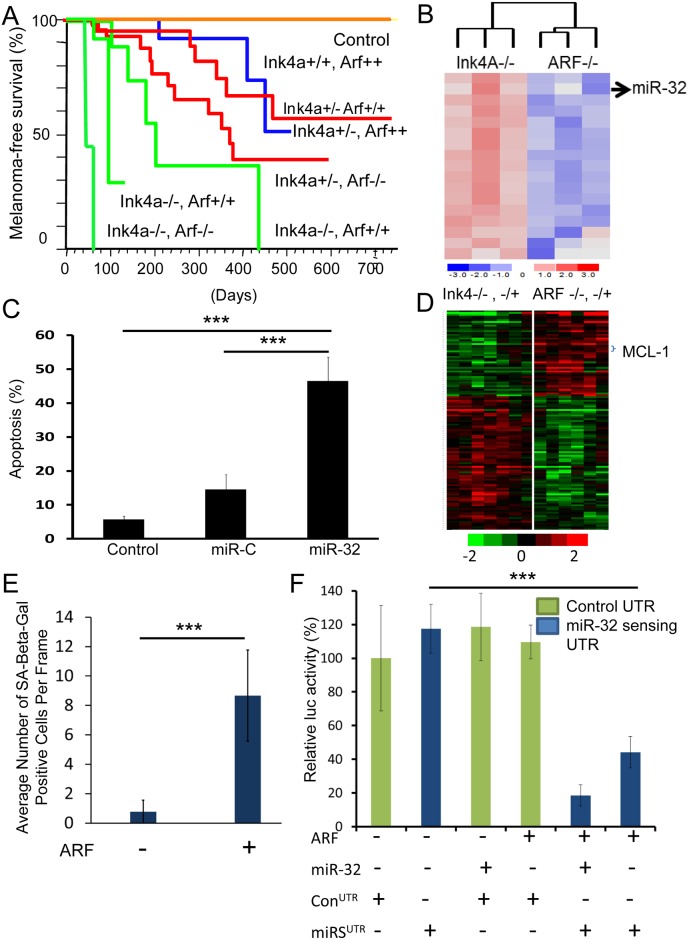
Genomic and microRNAomic analysis identifies *miR-32* and *MCL-1* as critical players in melanomagenesis. A, UV-initiated melanomas driven *in vivo* by a hepatocyte growth factor/scatter factor (HGF/SF) transgene (2, 3) arose with higher frequency and shorter latency when deficient in *ARF* relative to *INK4a*. Non-transgenic mice were used as control. B, miRNA expression array was performed on *NRAS*-transformed *ARF*^-/-^ and *INK4a*^-/-^ melanocytes, which identified *miR-32* as one of the top miRNAs upregulated in *ARF*-/- *NRAS* cells. C, Apoptosis was quantitated using TUNEL assay on *ARF*^-/-^*NRAS* cells alone (control), transfected with control miRNA (miR-C) or *miR-32*. ***P<0.001, as determined by students t-test. D, Gene expression analysis of *ARF*-deficient and *INK4a*-deficient melanomas from the HGF/SF transgenic mice (S1 Fig) identified *MCL-1* as one of the top overexpressed genes associated with *ARF* loss. The complete gene list is presented in S1A Fig; the principal component analysis is shown in S1B Fig; the GO analysis is presented in S1 Table; and a gene network analysis of the top over-represented genes in tumors lacking *ARF* is presented in S2 Fig, Senescence was quantitated by re-expression of ARF in the ARF-/- melanocytes. F. miR-Sens- technology was used to detect miR-32 activity [24] using a miR-sensing UTR (with a miR-32 binding site) in ARF-/- cells. A mutant UTR, where miR-32 site was deleted was used as a control. ***P<0.001, as determined by students t-test.

In this study we elected to exploit the differences in malignancy associated with these two tumor suppressors to elucidate mechanisms underlying melanoma progression. We utilized gene and microRNA (miRNA) expression data from INK4a*-* and ARF-associated melanoma models, as well as available human melanoma databases, to uncover an important role for a pathway centered on the tumor suppressor miRNA *miR-32* and the anti-apoptosis oncogene *MCL-1*. Moreover, our data suggest that their inhibition may be an effective anti-melanoma strategy, irrespective of the status of *NRAS*, *BRAF or PTEN*.

## Materials and Methods

### Ethics Statement

All mouse work was performed with the approval of the NCI Animal Care and Use Committee, in accordance with AALAC guidelines and policies established by the NCI.

### Genetically Engineered Mice

Mice carrying an *HGF/SF* transgene whose expression is regulated by a metallothionein gene promoter and flanking regions were made as described [7]. Mice carrying specific inactivating mutations in *ARF* or *INK4a* were generated as described [13]. Unless otherwise indicated, all melanomas arose from mice on a genetic background consisting of ≈90% FVB/N: 10% C57BL/6. All melanomas were initiated by a single dose of UV radiation at 3.5 days of age as described [14].

### miRNA Expression Profiling using miRNA-microarray

miRNA was isolated using miRCURY RNA Isolation kit (Exiqon) as per manufacturer’s protocols. The miRNA profiling was performed using LNA^™^ enhanced microarrays (Exiqon). Briefly, the sample quality control was performed on the Bioanalyser2100 and RNA measurement was performed on the Nanodrop instrument. The samples were labeled using the miRCURY^™^ Hy3/Hy5 Power labeling kit and hybridized on the miRCURY^™^ LNA Array (version 5th Generation arrays, mmu). The samples were hybridized on a hybridization station and scanned. The quantified signals (background corrected) were normalized using the global Lowess (LOcally WEighted Scatterplot Smoothing) regression algorithm, within-slide normalization to minimize the intensity-dependent differences between the dyes. *miR-32* levels were further validated by qRT–PCR using LNA based proprietary primers and probes (Exiqon).

### Gene Expression Profiling using Microarray

Gene expression analysis of the ARF-deficient and INK4a-deficient melanomas arising in our HGF/SF transgenic mice was performed. All melanomas arose from mice on a genetic background consisting of ≈90% FVB/N: 10% C57BL/6. All melanomas were initiated by a single dose of UV radiation to new born mice at 3.5 days of age using previously described methods [15]. Briefly, RNA was isolated using TRIzol reagent, according to the manufacturer's instructions (Invitrogen), and quantified fluorimetrically using an Agilent Bioanalyser (Agilent Technologies).vBiotinylated cRNA were prepared according to the standard Affymetrix protocol. Affymetrix GeneChip Mouse Genome 430 2.0 Array [Mouse430_2] was scanned using Affymetrix standard scan protocol. Data was analyzed using GeneSpringGX using following parameters: Filtered expression (20.0); Mann-Whitney unpaired p-value cut-off > 0.05. The gene expression data has been deposited to GEO database with accession number GSE87331.

### TUNEL Assay to Measure Apoptosis

To quantitate apoptosis a TUNEL assay was performed using TACS TdT Fluorescein kit (R&D Systems) as per the manufacturer’s protocol.

### Transfections of *miR-32* and siRNAs

Melanocytes were plated in six or 12 well plates and 24 h later transfected with 100nM of either *miR-32*, non-specific miRNA or *MCL-1* siRNA using oligofectamine (Invitrogen) [16] according to the manufacturer's protocols. Cell survival rate was very high upon transfections (over 90%) as no significant cell death was observed after cell transfections. Transfection efficiency was significantly high as measured by specific down regulation of miR-32 target genes.

### Melanocyte Derivation, Culture, and Growth Curves

*ARF-/-* and *INK4a-/-* melanocytes were derived from mice with >95% C57BL/6J background. Primary melanocyte cultures were prepared from neonatal skins as described by using a feeder layer of mitomycin-treated immortal murine XB2 keratinocytes for the first two passages only [17]. Cultures were grown at 37°C in complete melanocyte growth medium (CMGM) (RPMI medium 1640 with 10% FBS, 200nM 12-O-tetradecanoyl phorbol 13-acetate, and 200pM cholera toxin) [18]. The cells were grown in a CO2 incubator with 10% CO2 and pH 6.9–7.0. Medium was changed twice a week.

### Proteasome Inhibitor Assay

Proteasome inhibitor assay was performed as described previously [18]. *ARF* was re-expressed in *INK4a*-*ARF*^*-/-*^ melanocytes by infection with a retrovirus containing *ARF* cDNA. 95% ethanol was used to dissolve LLnL (Sigma–Aldrich). Melanocytes were treated with a final concentration of 50μM LLnL in media for 16h. Melanocytes were rinsed with PBS and harvested for analysis after individual treatment.

### Vectors and Generation of Modified Cell Lines

The 3' UTRs of *MCL-1* (*MCL-1*wt and *MCL-1*mut), *PIK3R3*wt and *NRAS* (*NRAS*wt and *NRASmut*) were cloned in to pEZX-MT01 vector backbone and the mutations were generated by site directed mutagenesis (GeneCopoeia Inc.). WM3928 cell line was chosen for this experiment because it is wild-type for BRAF and wild-type for NRAS genes and unlike other mutant RAF-RAS expressing cells, RAS/RAF pathway is least active. These wt and mutant vectors were transfected into the WM3928 melanoma cell line, which was in turn transfected with *miR-32* mimics. The expression of the reporter gene, driven by a wt or mutant 3’UTR, was determined using luciferase assay. Briefly, cells were plated in 12-well plates. After 24 hours cells were transfected with *miR-32* mimics (100nM) using oligofectamine (Invitrogen) according to the manufacturer's protocols. Cell lysates were made, and luciferase assays were carried out using the luciferase assay system kit (Promega) as per the manufacturer's protocol. Briefly, cells were lysed using 80μL lysis buffer, the cell lysates were centrifuged at 14,000 rpm, and the supernatant was collected. Twenty-microliter supernatant was mixed with 100μL of luciferin, and luciferase activity was measured using a luminometer (GloMax 20/20, Promega). Three individual repeats of each experimental condition were performed.

### Immunoblot Analysis

Immunoblot analysis was performed by using SDS/PAGE followed by Western blot analysis. Equal loading was determined by using Ponceau S and anti-α-tubulin antibody. Primary antibodies used were *MCL-1* (D35A5, mAb #5453, Cell Signaling Technology), *p19ARF* (ab80, Novus Biologicals Inc. Littleton, CO) and α-tubulin (mAB # B-5-1-2, Sigma Chemical Co). The data were analyzed using the Image-J software from the National Institutes of Health (Bethesda, MD).

### Soft Agar Assay

Anchorage-independent growth was assayed using previously described methods [19] by plating 5×10^4^ cells per well mixed with soft agar in 6-well plates. After 4–6 weeks incubation the cells were fixed with methanol and acidic acid solution (10%), and stained with ethanol (20%), crystal violet (0.4%); large and small colonies were scored. All experiments were done in triplicate.

### Sabutoclax and Vemurafenib Cytotoxicity

Sabutoclax and vemurafenib cytotoxicity was carried out in RPMI medium 1640 with 10%, penicillin/streptomycin, and L-glutamine. A375P cell line was chosen for this study because it is mutant for BRAF (NRAS wild-type/PTEN wild-type) to mimic mutant BRAF melanomas. Out of three available A375 lines (low-A375P, medium-A375M, and high-A375SM metastatic and invasive properties), low-A375P line was chosen due to its low metastatic and invasive properties. The A375P melanoma cells were cultured in the RPMI media for several passages before plating for the cytotoxicity assay. The [3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium, inner salt] (MTS) (Promega, Madison, WI) was used to assay the cytotoxicity according to the Cell-Titer 96 aqueous one-solution protocol. Two thousand cells were plated in each well of 96-well plates in 180μl of the medium. After 24h, varying concentrations of sabutoclax and vemurafenib and their combinations in 20μl of media were added and cells were incubated for 96h. After 96h of incubation, the MTS assay was performed and the absorbance in each well was determined at 490nm by using a plate reader. Wells containing cells with no drug and wells with medium alone were used as positive and negative controls, respectively. All experimental points were set up in replicate wells, and all experiments were repeated four times. Combination index values were determined using Chou-Talalay method for drug combination using CalcuSyn version 2 (Biosoft).

### In Vivo Tumor Growth Analysis

In vivo tumor-growth analysis was carried out by implantation into 4-6-week-old immune compromised mice (NCI nu nudes). A375P melanoma cells were transfected with *miR-32* and *siMCL-1* and subcutaneously implanted at 0.5 X 10^6^ cells per injection site per mouse (experimental n = 5, control n = 10). Tumor volume was measured at day 32 after implantation.

### In Vivo Drug Combination and miRNA Combination Study

A375 melanoma xenograft model was used because it is mutant for BRAF (NRAS wild-type/PTEN wild-type) to mimic mutant BRAF melanomas to assess the effects of high-dose vemurafenib (500nM) or sabutoclax (500nM) alone, and low-dose (25nM to 5nM) sabutoclax (S) and vemurafenib (V) combination (n = 5, control n = 10, 0.5 X 10^6^ cells per mice); S+V-1 (V25nM+S25nM), S+V-2 (V12.5nM+S12.5nM) and S+V3 (V5nM+S5nM). The doses were selected based on *in vitro* experiments, ranging between 1-5fold relative sabutoclax and vemurafenib IC-50 values, alone and in combination. Tumor growth was monitored at 4-day intervals. The Kaplan-Meier analysis and log-rank test were used to determine the association of drug treatment to survival. The survival study was performed using humane endpoints using protocols approved by the NCI Animal Care and Use Committee, in accordance with AALAC guidelines and policies established by the NCI. The animals were euthanized when they met a specific criterion. Endpoints included, but are not limited to: a) tumor burden greater than 10% body weight i.e. for an adult mouse, a tumor should not exceed 20 mm in any one dimension; b) lack of responsiveness to stimulation; hunched posture; b) immobility; and/or c) an inability to eat or drink. Standard approved protocols for euthanasia were followed using Carbon Dioxide inhalation methods. There were no unexpected deaths in this study and health of the animals was monitored daily during the lifetime of this study by personnel experienced in recognizing signs of morbidity (illness, injury, or abnormal behavior). If animals appeared lethargic, sick or distressed they were euthanized the same day. Any visible necrosis was taken care by standard medications and all efforts were made to minimize suffering.

Furthermore, the A375P melanoma xenograft model was also used to test whether *miR-32* pretreatment can potentiate the anti-tumor effects of sabutoclax (S) and vemurafenib (V) in combination (n = 5, control n = 10, 0.5 X 10^6^ cells per mice). Dosage used were as follows: si:si*MCL-1* (100nM), miR: *miR-32* (100nM), V: vemurafenib (500nM), S: sabutoclax (500nM); combination treatment with miR+V: *miR-32* (100nM) and vemurafenib (25nM); miR+S: *miR-32* (100nM) and sabutoclax (25nM); S+V: sabutoclax (25nM) and vemurafenib (25nM); miR+S+V: *miR-32* (100nM), sabutoclax (25nM) and vemurafenib (25nM). Tumor volume was measured at day 32 after treatment.

### Statistical Analysis

All statistical analyses were performed using Graphpad Prism software. All experiments were repeated at least twice. Statistical significance and p-values were determined by one-way analysis of variance (ANOVA) or student's t test. Means ± s.e.m. are indicated for all statistical analyses. A p-value of <0.05 was considered statistically significant.

## Results

### The microRNA/mRNA pair *miR-32*/*MCL-1* is deregulated in malignant melanoma

We began our analysis using a simplified model in which we examined the behavior of *INK4a*-deficient and *ARF*-deficient mouse melanocytes infected with a retrovirus encoding oncogenic *NRAS* (*NRAS*^*Q61K*^), which is mutated in 20% of human melanomas [20, 21]. As in autochthonous GEM melanomas, transformed *ARF*-deficient melanocytes exhibited a much more aggressive phenotype relative to those deficient in *INK4a*^*-/-*^ [18, 21]. Comprehensive transcriptomic expression analysis was performed on *NRAS*-transformed *INK4a*^*-/-*^ and *ARF*^*-/-*^ melanocytes. A miRNA signature specifically associated with melanomagenesis mediated by *ARF loss* was identified, with *miR-32* as one of the top miRNAs upregulated in *NRAS*-transformed *ARF*^*-/-*^ cells; miRNA had not previously been implicated in melanoma (Fig 1B). Overexpression of *miR-32* in *NRAS*-transformed ARF^*-/-*^ malignant melanocytes induced apoptosis, suggesting a role for *miR-32* in regulating cell survival (Fig 1C). A GO analysis of *miR-32*-predicted target genes identified apoptosis as one of the biological processes regulated by *miR-32*. Using a GOmiR algorithm [22] to integrate data from various target prediction algorithms, such as miRanda, TargetScan, PicTar4way, RNAhybrid, TraBase and PicTar5way, we discovered that *miR-32* has a binding site in the 3’ UTRs of induced myeloid leukemia cell differentiation protein (*MCL-1*), an early critical negative regulator of apoptosis [23] (Fig 2A and S2 Table), as well as its upstream effectors *NRAS* and *PIK3R3* (the regulatory subunit of *PI3K*). Notably, gene expression analysis of the *ARF*-deficient and *INK4a*-deficient melanomas arising in our *HGF/SF* transgenic mice also identified *MCL-1* as one of the top overexpressed genes associated with more malignant melanomas (Fig 1D and S1A Fig). 

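The tumors were melanomas of HGF/SF transgenic mice deficient in ARF or INK4a, the 2 proteins encoded by Cdkn2a, and each tumor's RNA was hybridized to a separate Affymetrix mouse expression array. The 13 arrays comprised 6 ARF-deficient melanomas (5 heterozygous and 1 null) and 7 INK4a-deficient melanomas (3 heterozygous and 4 null). The sample titles of the 6 ARF-deficient tumors name Ink4a, whereas their genotype labels name ARF. The genotype labels were followed because they, unlike the titles, give the 7 INK4a and 6 ARF columns of Fig 1D. The column names of the authors' deposited list of changed genes also assign these 6 tumors to ARF. The label numbers of 5 INK4a-deficient tumors and of no ARF-deficient tumor have a decimal ending (5.2, for example), and the meaning of this ending is not given in the sources used here. The labels do not say which mouse each tumor came from, so p-values measure the spread between these tumors. The deposited values were made in GeneSpringGX and cover 22690 probe sets. The array that the methods of the paper name is a design with more probe sets than the table holds, so either part of that array was deposited or another design was used; the sources used here do not say which. Each probe set is centred on its median over the 13 arrays, so that differences between tumors can be read but expression levels cannot. The log base is not stated and was taken as 2. The array medians lay between -0.05 and 0.05, and the authors' normalization was kept. Without levels, the expression filter of the methods could not be repeated, and all 22626 probe sets other than the 64 Affymetrix control probe sets were tested with limma, ARF-deficient against INK4a-deficient, with zygosities pooled as in the paper. The number of arrays limits the precision: the median standard error of a difference was 0.14 on the log2 scale. The deposited files give probe set identifiers and do not pair them with genes, so Mcl1 and the other genes of Fig 1D are not analysed here.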

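Between ARF-deficient (n = 6) and INK4a-deficient (n = 7) melanomas, no probe set passed an adjusted p under 0.05 in limma, where the smallest adjusted p was 0.633. At an unadjusted p under 0.05, limma gave 1131 probe sets, as many as the 1131 expected by chance among those tested. Over 100 splits of the arrays into 6 and 7, the real one included, this count had a median of 849. The highest other split gave 3423, so the match with the chance count does not exclude a difference. The exact Mann-Whitney test gave 782 at the same threshold, against 791 expected by chance. Of the transcripts that the control probe sets name, beta-actin, a cytoskeletal protein, had a lower mean in ARF-deficient tumors at its 3' end by a log2 difference of -0.49 (exact permutation test, two-sided, p = 0.0775, Benjamini-Hochberg adjusted 0.62 over the 16 control probe sets of 5 named transcripts). Its 5' probe set differed by -1.01 (exact permutation p = 0.117, adjusted 0.62). Gapdh, a glycolytic enzyme, differed by -0.05 at its 3' end (exact permutation p = 0.808) and by -0.52 at its 5' end (exact permutation p = 0.279). The transferrin receptor, which takes iron into cells, differed by -0.13 at its 3' end (exact permutation p = 0.532). None of these differences exceeded the spread between tumors.
Of the 4 probe sets with the smallest p in each direction, 2 higher and 2 lower in ARF-deficient melanomas, each separated the groups completely. The one with the smallest p of all was 0.35 ± 0.16 (SD, n = 6) in ARF-deficient and -0.15 ± 0.10 (SD, n = 7) in INK4a-deficient melanomas, a log2 difference of 0.50 (standard error 0.08, limma adjusted p = 0.633). The next among the higher ones differed by 0.69 (standard error 0.14, limma adjusted p = 0.894). The 2 lower ones had differences of -0.74 (standard error 0.14) and -0.46 (standard error 0.09), each with a limma adjusted p of 0.894. In all, 25 probe sets had groups that did not overlap, against 26.4 expected by chance. The count at an unadjusted p under 0.05 was 2871 among heterozygous tumors alone, 685 without ARF-deficient tumor 13 and 1836 without INK4a-deficient tumor 3, with none past the adjusted threshold in any of these fits. From its own analysis of these arrays, the paper states that MCL-1 was among the top overexpressed genes in the more malignant melanomas (Fig 1D).

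**Figure D1:**
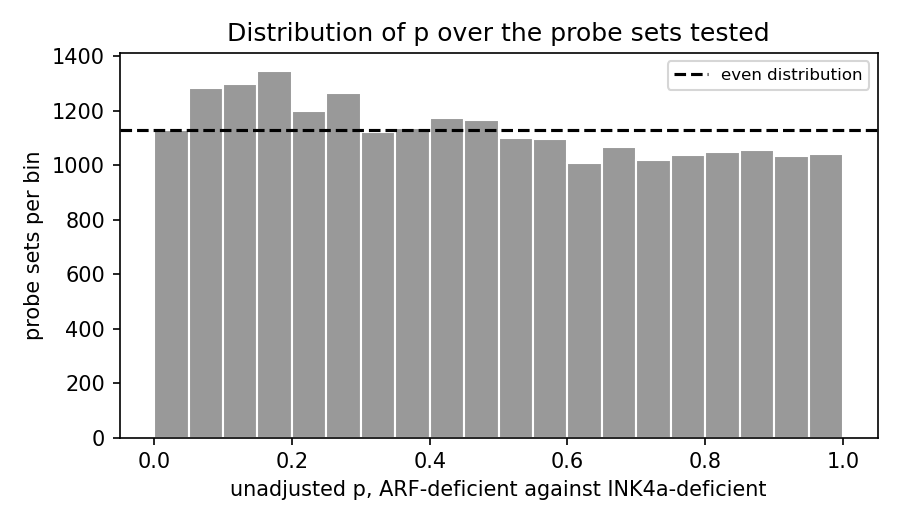
Number of probe sets in each bin of unadjusted p from limma, ARF-deficient against INK4a-deficient melanomas (x axis, p; y axis, probe sets). The dashed line is an even distribution; the lowest bin holds 1131 probe sets.

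**Figure D2:**
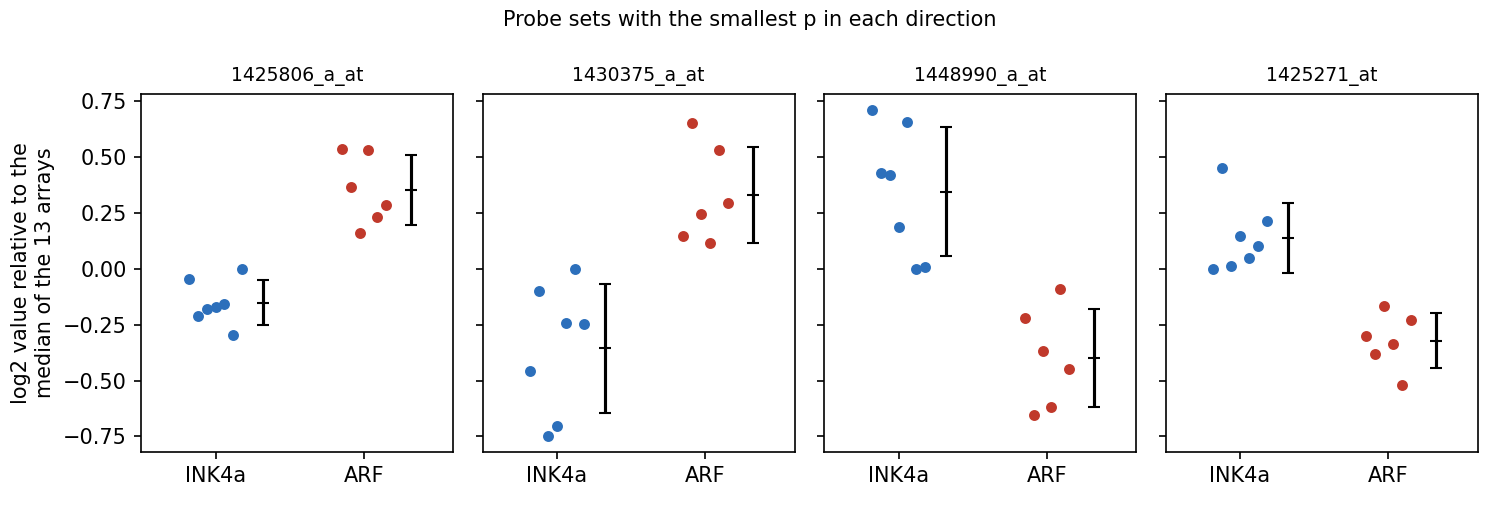
Values of 4 probe sets in each tumor, on the log2 scale relative to the median of the 13 arrays (y axis), by group (x axis), with the probe set identifier above each panel. Points are tumors and bars are mean ± SD; the groups do not overlap in these probe sets, which were picked for their small p.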

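Over the 22626 probe sets tested, the first principal component of the 13 arrays held 41.5% of the variance and the second 16.6%. On PC1, the ARF-deficient melanomas had a mean of 13.2 ± 43.0 (SD, n = 6) and the INK4a-deficient melanomas -11.3 ± 53.4 (SD, n = 7), a difference within the spread between tumors (exact permutation test, two-sided, p = 0.376). On PC2 the means were 12.3 ± 23.3 (SD, n = 6) and -10.5 ± 33.9 (SD, n = 7; exact permutation p = 0.190). The mean silhouette width of the 2 genotype groups on both components, which is 1 for fully separate clusters and near 0 for overlapping ones, was 0.0231 (exact permutation test over all splits of the arrays into 6 and 7, one-sided, p = 0.318), and it took the opposite sign, -0.0272, with probe sets scaled to unit variance. On PC1, heterozygous INK4a-deficient tumor 6.2 lay at 62.0 and null tumor 1.2 at -65.8, within one genotype group. The log2 ratio of the 3' to the 5' probe set of beta-actin, taken as a sign of RNA quality, correlated with PC2 over the 13 arrays (Pearson r = 0.846, permutation p = 0.00041; Spearman rho = 0.885, permutation p = 0.0001). Without the 2 arrays farthest from the median ratio r was 0.820, and it was 0.902 within the ARF-deficient and 0.840 within the INK4a-deficient tumors. Among 5 relations tested with this ratio, the adjusted p was 0.00102 for r and 0.00025 for rho. In ARF-deficient tumors 13 and 9, which had the highest ratios, 1.49 and 1.09, the 3' probe set itself stood lowest, at -1.24 and -0.87. The ratio was therefore not separated from the level of beta-actin. Both probe sets are centred, so the ratio compares tumors with one another, and its size does not show how intact the RNA was.

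**Figure D3:**
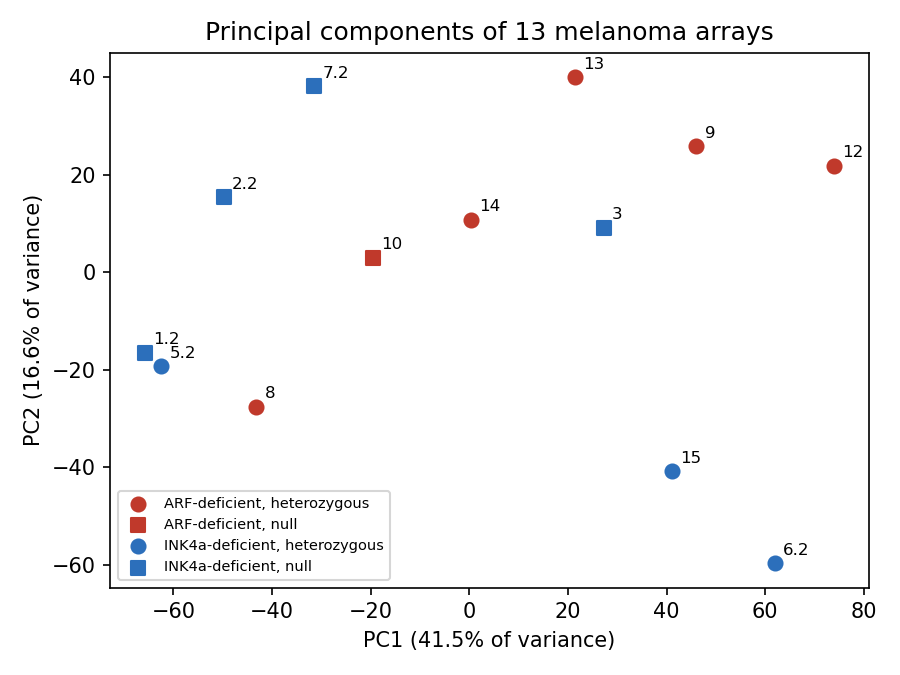
Scores of the 13 arrays on PC1 (x axis) and PC2 (y axis), colored by genotype group, with circles for heterozygous and squares for null tumors and the label number beside each point. The groups overlap on both axes.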

Principal component analysis revealed that the *ARF*-deficient samples clustered together, as did the *ARF*-deficient melanomas (S1B Fig). A GO analysis revealed that loss of *ARF*, unlike *INK4a*, is associated with upregulation of GO groups linked to proliferation, DNA synthesis and repair machinery (S1A and S1B Table). 

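Of the probe sets at an unadjusted p under 0.05 in limma, 515 were higher and 616 lower in ARF-deficient than in INK4a-deficient melanomas. The majority depended on the fit: more were higher than lower with zygosity as a covariate (1012 of 1741), among heterozygous tumors alone (1636), in tumors whose label has no decimal ending (352 of 681), and without INK4a-deficient tumor 1.2 (453 of 899) or ARF-deficient tumor 12 (584 of 1076). Differences of at least 1 on the log2 scale, without regard to p, were found for 291 probe sets, of which 209 were higher and 82 lower in ARF-deficient melanomas. Of these 291, 76 had an unadjusted p under 0.05, and none passed the adjusted threshold. The DNA replication, repair and proliferation genes of the GO groups are not analysed here, because the deposited files do not pair probe sets with genes. The paper's own S1 Table lists 21 GO terms for INK4a and 63 for ARF, with no term in both. For ARF, the paper's table counts 7 changed genes among 70 of DNA replication, 14 among 295 of DNA metabolism, and 12 among 449 of the cell cycle. For INK4a, it counts 2 changed genes among 23 of the G1/S transition and 3 among 45 of protein kinase regulator activity. In the paper's table, 11 of the 21 INK4a terms and 16 of the 63 ARF terms rest on 1 changed gene. The table also prints a P-value for each term, and those of the ARF terms named here are among its lowest.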

A gene network analysis of the top over-represented genes in tumors lacking *ARF* linked *MCL-1* to NFκB, interferon alpha, RNA polymerase II, follicle-stimulating hormone and cyclin D2 pathways (S2 Fig). Re-expression of ARF induced senescence (Fig 1E) in the ARF-/- melanocytes. A luciferase vector-based approach (miR-Sens-technology) was used to accurately detect miR-32 activity in these cells [24]. We found that miR-32 activity was significantly induced upon ARF re-expression, as evidenced by the fact that down regulation of the miR-sensing UTR was comparable to miR-32 transfected cells (Fig 1F).

**Fig 2:**
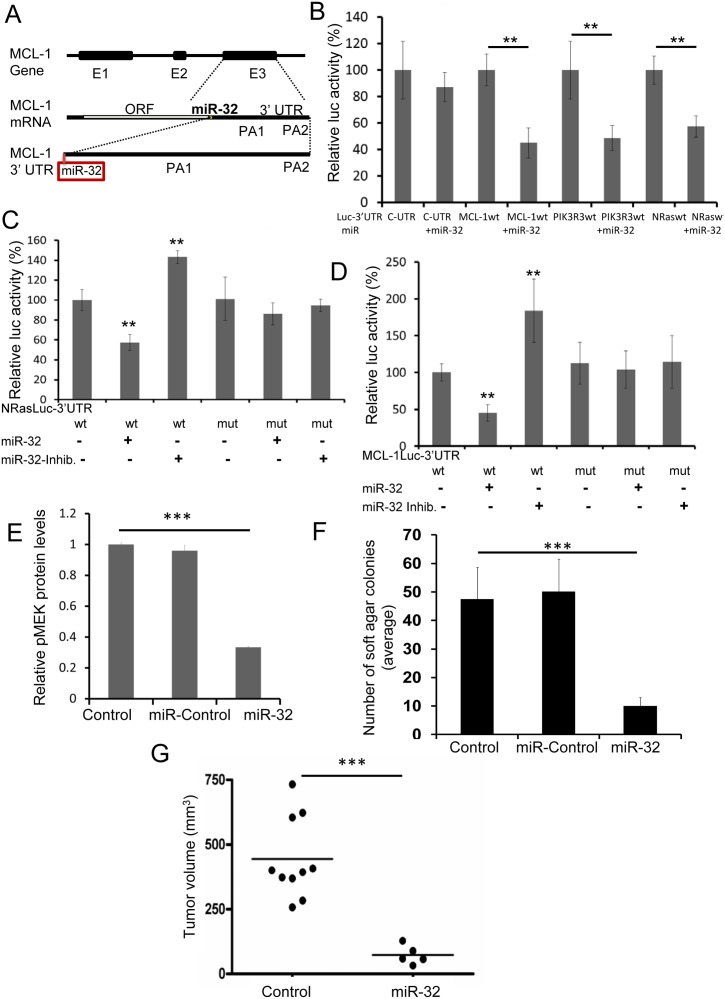
*miR-32* inhibits melanomagenesis in part by regulating the expression of the *NRAS*, *PI3K* and *MCL-1*. A, *MCL-1* 3’UTR harbors a well-conserved 8-mer binding site for *miR-32* in exon 3. The *miR-32* targets were predicted using a GOmiR algorithm [22]. E1-3 represents exons 1–3; polyadenylation sites are abbreviated as PA. The complete analysis as well as prioritization of all the miRNA binding sites in *MCL-1* 3’UTR are presented in S2 Table. B, The 3’UTRs of *NRAS*, *PIK3R3*, *MCL-1* and control-UTR (C-UTR, not regulated by miR-32) regulating luciferase reporter gene expression were transfected into the WM3928 melanoma cell line followed by transfection with *miR-32* mimics. The expression of the reporter genes was determined through luciferase assays. **P<0.01, as determined by students t-test. C, A *miR-32* seed region deletion mutant was created using site-directed mutagenesis. The wildtype-*NRAS* 3′UTR (*NRAS*wt) and mutant-*NRAS* 3’UTR (*NRAS*mut) were transfected into WM3928 cells followed by transfection with *miR-32* mimic and inhibitor. **P<0.01, as determined by students t-test. D, Wildtype-*MCL-1* 3′ UTR (*MCL-1*wt) and mutant-*MCL-1* 3’UTR (a *miR-32* seed region deletion mutant in *MCL-1* 3’UTR, *MCL-1*mut) were transfected into WM3928 cells followed by *miR-32* mimic and inhibitor transfection. **P<0.01, as determined by students t-test. We also found that the *miR-32* gene is highly conserved between species and frequently downregulated in human cancers and hence, can be a strong candidate tumor suppressor miRNA (see Fig 3 and S3 Fig). E, MAPK pathway activation was quantified using pMEK protein levels by western blotting and imageJ respectively. ***P<0.001, as determined by one-way analysis of variance (ANOVA) indicating that miR-32 over expressing cells express low pMEK levels. F. Anchorage-independent growth was measured by soft agar colony forming assay. **P<0.01, as determined by students t-test. G, A375 control and *miR-32* overexpressing cells were transplanted subcutaneously into immune compromised mice; tumor growth was measure at day 32. **P<0.01, as determined by students t-test.

### *miR-32* regulates the expression of *MCL-1*, *PIK3R3*, *NRAS* and signaling through the MAPK pathway

To validate the predicted miR-targets, the 3’UTRs of *NRAS*, *PIK3R3* and *MCL-1*, regulating luciferase reporter gene expression, were transfected into the WM3928 melanoma cell line (wildtype for both *NRAS* and *BRAF*). *miR-32* mimics were transfected into the WM3928 cells expressing the *NRAS*, *PIK3R3*, or *MCL-1* 3’UTRs. The expression of the reporter genes was determined through luciferase assays. Overexpression of the *miR-32* mimic led to down-regulation of luciferase protein driven by the *NRAS*, *PIK3R3*, and *MCL-1* 3’UTRs (Fig 2B).

To confirm that the *miR-32* target site in the 3’UTR of *NRAS* was a true site, we created a deletion mutant that completely abolished the seed region of the *miR-32* binding site in the *NRAS* 3’UTR. The wildtype-*NRAS* 3′UTR and mutant-*NRAS* 3’UTR were transfected into WM3928 cells. *miR-32* mimics were then transfected into wildtype-*BRAF* and mutant-*NRAS* 3′UTR-expressing WM3928 cells. Overexpression of the *miR-32* mimics in cells containing the wildtype *NRAS* UTR led to down-regulation of reporter protein (Fig 2C). In contrast, the *miR-32* mimic had no effect on the expression level of reporter protein in cells overexpressing the mutant UTR, indicating that *miR-32*-mediated regulation of *NRAS* was lost in mutant-*NRAS* 3’UTR-expressing cells. Hence, *miR-32*-mediated regulation requires an intact *miR-32* binding site in *NRAS* 3′UTR (Fig 2C), suggesting that *NRAS* expression is regulated by *miR-32*.

We went on to determine experimentally if the *miR-32* target site in the 3’UTR of *MCL-1* was a true site. The *MCL-1* 3’UTR harbors a well-conserved 8-mer binding site for *miR-32*. *MCL-1* mRNA harbors two polyadenylation sites (PA1 and PA2) and the *miR-32* binding site is located at the beginning of the *MCL-1* 3’UTR; therefore, *miR-32* would be predicted to regulate all forms of *MCL-1* mRNAs irrespective of polyadenylation site (Fig 2A and S2 Table). A deletion mutant was created that completely abolished the seed region of the *miR-32* binding site in the *MCL-1* 3’UTR. Then the wildtype-*MCL-1* 3′ UTR and mutant-*MCL-1* 3’UTR were transfected into WM3928 human melanoma cells. Overexpression of the *miR-32* mimics in wildtype cells led to down-regulation of *MCL-1*-associated activity (Fig 2D). In contrast, cells overexpressing the mutant *miR-32* mimic had no effect on the expression level of reporter protein, indicating that *miR-32*-mediated regulation of *MCL-1* was lost due to the mutation (Fig 2D). Hence, we conclude that *MCL-1* expression is regulated by *miR-32*.

### *miR-32* is a strong candidate tumor suppressor miRNA

*miR-32* is located on chromosome 9q31 (Fig 3A and S3 Fig) and is highly conserved between species (according to miRcode the *miR-32* gene is conserved 89% among primates and 61% among mammals). A meta-analysis revealed that *miR-32* was downregulated in 47 cancer data sets as compared to normal tissue. Actin, used as control gene for this analysis, was downregulated in only 16 cancer types (Fig 3B). Furthermore, a chromosomal cytoband meta-analysis showed that cytoband 9q31 was downregulated in 34 cancers (normal vs. cancer analysis). Chromosomal cytoband 2p12, used as a control for this analysis, was downregulated in only 10 cancer types (Fig 3C). *miR-32* was upregulated in normal tissue and downregulated in various human cancer types (Fig 3D). A miR-32 transcriptomics analysis in NCI 60 cancer cell line panel using NCIs CellMiner database [25] revealed that miR-32 expression is down regulated in several cancer types including melanoma (Fig 3E). Moreover, an analysis of miR-32 transcript levels in primary and metastatic melanoma tumors samples revealed that miR-32 is down regulated in primary and metastatic melanoma as compared to melanocytes (Fig 3F).

**Fig 3:**
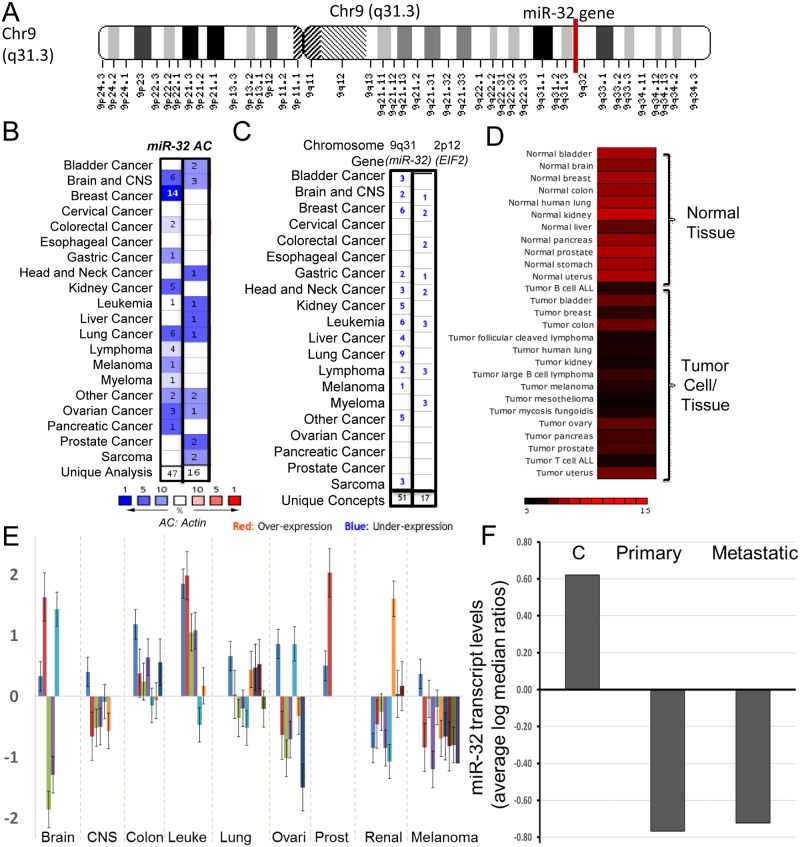
The miR-32 is frequently downregulated in human cancers and is a strong candidate tumor suppressor miRNA. A, miR-32 is located on chromosome 9q31 (in the NR_029506.1 noncoding region) and is highly conserved between species (according to miRcode the miR-32 gene is conserved 89% among primates and 61% among mammals) B, A meta-analysis, using Oncomine algorithm, was performed to measure levels of miR-32 across cancer data sets as compared to normal tissue. Actin expression was used as control for this analysis. C, A chromosomal cytoband meta-analysis was performed on miR-32-cytoband-9q31using normal vs. cancer oncomine datasets. Chromosomal cytoband 2p12 was used as a control for this analysis. D, miR-32 transcriptome levels were assessed using miRNAMap-2 in normal human tissue as compared to various human cancer types. E, miR-32 transcript expression is down regulated in several cancer types including melanoma in NCI 60 cancer cell line panel. F, miR-32 transcript levels are expressed very low levels in primary and metastatic melanoma tumors as compared to melanocytes (C:control).

Hence the *miR-32* gene, highly conserved between species and frequently downregulated in human cancers, including melanoma and is a strong candidate tumor suppressor miRNA. Accordingly, ectopic *miR-32* overexpression in melanoma cells down regulated pMEK levels (Fig 2E) induced apoptosis (Fig 1C), and reduced anchorage-independent growth (Fig 2F) and tumor growth *in vivo* (Fig 2G), suggesting that *miR-32* acts as a tumor suppressor by inducing apoptosis and reducing the tumorigenicity of melanoma cells.

### *MCL-1* is a strong candidate melanoma oncogene

To begin to understand the role of *MCL-1* in human melanomagenesis, a meta-analysis was used to show that compared to normal tissue *MCL-1* was highly upregulated in 57 cancer data sets, whereas *E2F-1*, as a positive control, was upregulated in 45 cancer data sets (S4 Fig). Actin was used as a negative control for this analysis and was upregulated in only 8 cancer types. *MCL-1* protein was found to be expressed at low levels in human primary melanocytes; however, it was expressed at high levels (over 20-fold) in patient-derived melanoma cell lines (primary tumor and stage II/III metastatic melanoma) (Fig 4A). *MCL-1* was upregulated in human malignant melanoma as compared to nevi (Fig 4C). In mice, *MCL-1* levels were elevated in *NRAS*-transformed *ARF*^-/-^ cells (Fig 4B). We observed an inverse correlation between expression of *CDKN2A* gene transcripts and *MCL-1* transcripts in human melanoma clinical samples (*INK4a* and *ARF* are not separable in this analysis) (Fig 4D). To confirm that high levels of *MCL-1* can drive cellular transformation, we knocked down *MCL-1* in *NRAS*-transformed *ARF*^-/-^ cells using a siRNA (*siMCL1*) that targets *MCL-1* mRNA and protein levels. The siRNA markedly reduced the levels of *MCL-1* protein in these cells, resulting in a significant reduction in soft agar colony forming ability (P<0.05) (Fig 4E) and tumor growth *in vivo* (Fig 4F). Rescuing MCL-1 expression by overexpressing MCL-1 in siMCL1 transfected cells restored colony forming ability of the siMCL1 cells, indicating that the anchorage independent phenotype can be attributed to MCL-1 expression (Fig 4E). These data suggest that increased *MCL-1* levels are indeed required for the transformed phenotype.

**Fig 4:**
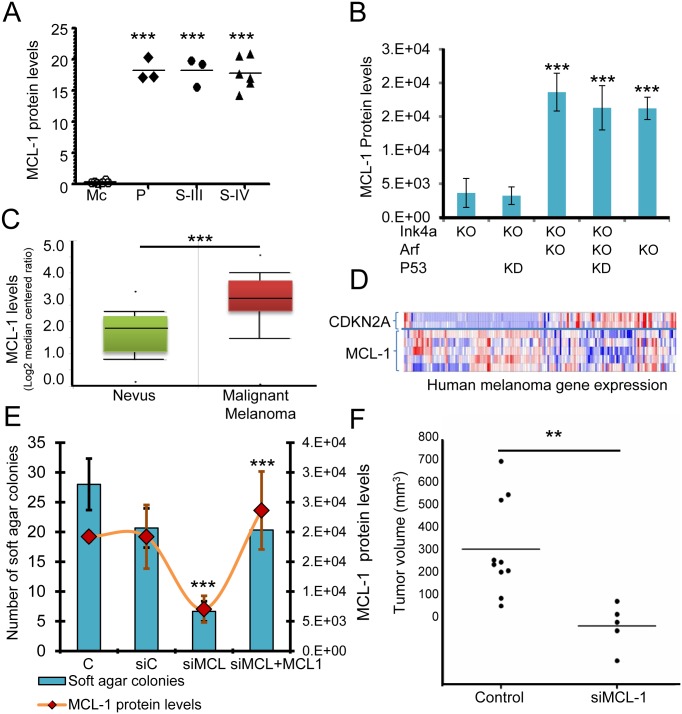
*MCL-1* acts as a critical player in melanomagenesis. A, *MCL-1* protein levels were measured and quantified in human melanocytes (Mc), primary tumor (P), and patient-derived human metastatic melanoma cell lines—stage III (S-III) stage IV (S-IV) subtypes using western blotting and imageJ respectively. ***P<0.001, as determined by one-way analysis of variance (ANOVA). B, *MCL-1* levels were measured and quantified in mouse melanocytes that were *INK4a* -/- (KO), *ARF*-/- (KO), and in which p53 was knock down (KD) using a shRNA (2). ***P<0.001 was determined by ANOVA). C, *MCL-1* mRNA levels were upregulated in human malignant melanomas as compared to nevi. A meta-analysis, demonstrating that *MCL-1* is highly upregulated in 57 cancer data sets as compared to normal tissue, is presented in S4D Fig, CDKN2A and *MCL-1* transcript expression were quantified in human melanoma clinical samples. E, *ARF*^-/-^ *NRAS* transformed mouse cells were transfected with a control siRNA (siControl) and a siRNA that targets *MCL-1* (siMCL1). Rescuing MCL-1 expression by overexpressing MCL-1 in siMCL1 transfected cells restored colony-forming ability of the siMCL1 cells suggesting that the anchorage independent phenotype can be attributed to MCL-1 expression. *MCL-1* protein levels (orange line) and soft agar colony forming ability was quantified. ***P<0.001, as determined by students t-test. F, *ARF*^-/-^ *NRAS* control and *ARF*^-/-^ *NRAS* si*MCL-1* transfected cells were transplanted subcutaneously in immunocompromised mice (NCI nu nudes); tumor growth was measure at day 32. **P<0.01, as determined by students t-test.

### *ARF* can induce proteasomal-mediated degradation of *MCL-1* and induce apoptosis

Since *MCL-1* levels were greatly enhanced in *ARF*-deficient melanocytes as well in metastatic melanomas relative to wildtype (Fig 4B–4D), we investigated the possibility that *ARF* can regulate *MCL-1* expression. Since *ARF* is known to induce proteasomal protein degradation [18, 26], a proteasomal degradation assay was performed to determine if *MCL-1* is a target of *ARF*-mediated proteasomal degradation. *ARF* was re-expressed in *ARF*-deficient melanocytes in the presence and absence of a proteasomal inhibitor. *ARF* re-expression decreased the level of *MCL-1*; however, this effect was abrogated in the presence of the proteasomal inhibitor, LLnL (Fig 5A). Additionally, re-expression of *ARF* reduced cell growth and induced apoptosis (Fig 5B). These data raise the possibility that *ARF* down-regulates *MCL-1* levels through a proteasomal-mediated degradation mechanism that could account, at least in part, for its ability to trigger apoptosis in melanocytes.

**Fig 5:**
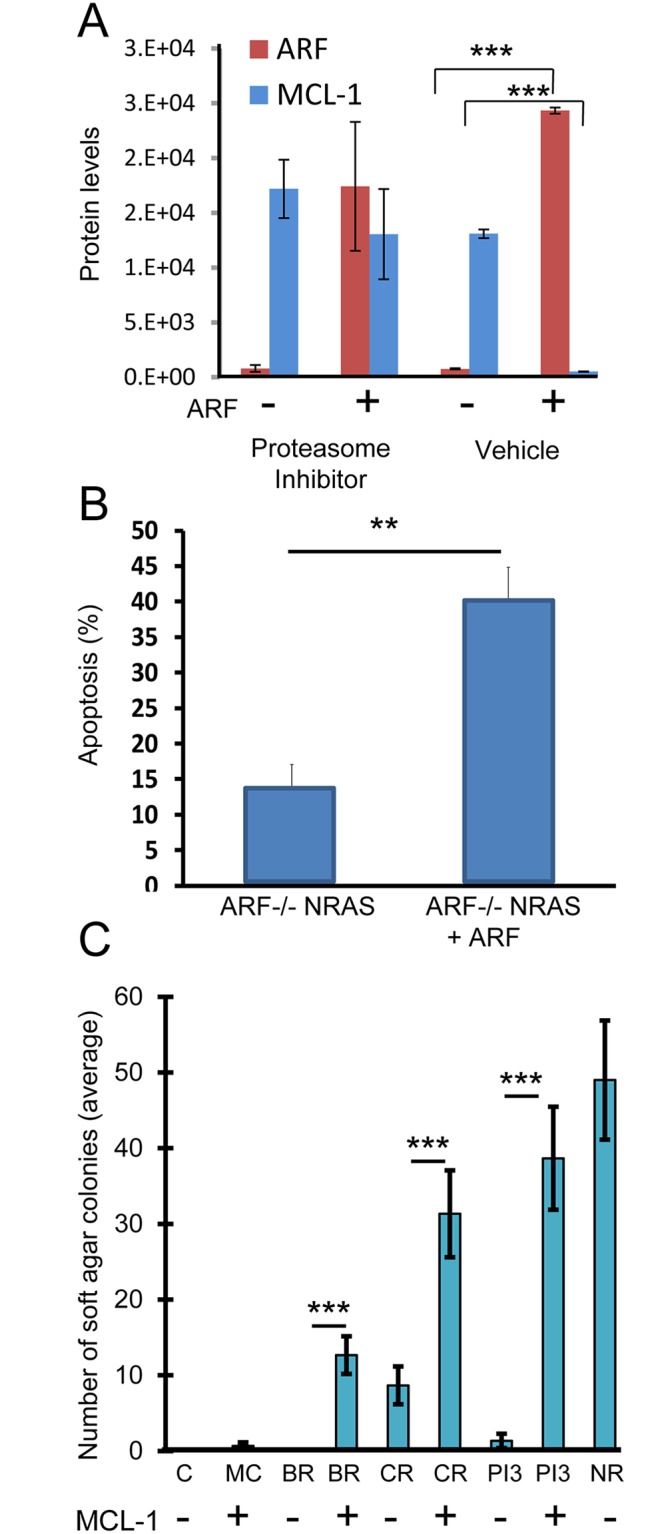
*MCL-1* can be degraded by *ARF* re-expression and can cooperate with *BRAF*^V600E^, CRAF, and PI3K to induce cellular transformation. A, A proteasomal degradation assay was performed using *ARF*^-/-^ *NRAS* cells transfected with an *ARF*-containing vector in the presence and absence of the proteasomal inhibitor, LLnL. ***P<0.001, as determined by students t-test. B, Apoptosis was quantitated in *ARF ARF*^-/-^ *NRAS* mouse cells expressing *ARF*. **P<0.01, as determined by students t-test. C, *MCL-1* was expressed in *ARF*-deficient mouse melanocytes expressing mutationally activated forms of *BRAF* (V600E) (BR), CRAF (CR) or PI3K (PI3) [21]. Soft agar colony forming ability of control (C) and MCL-1 overexpressing (MC) cells was determined. *ARF*-/- *NRAS* (NR) cells were used as positive control. ***P<0.001, as determined by students t-test.

### *MCL-1* can co-operate with *BRAF* and PI3K activation in oncogenic transformation

Next, we explored the effects of forced *MCL-1* upregulation in *ARF*-deficient melanocytes. We were able to achieve ~8-fold overexpression of MCL-1 using the vector in ARF-/- primary melanocytes. We found that forced *MCL-1* overexpression alone was unable to transform *ARF*-deficient cells, which grew in a monolayer, morphologically resembled the parental cells, and failed to grow in soft agar. However, when forced *MCL-1* overexpression in *ARF*-deficient melanocytes was combined with expression of mutationally activated forms of *BRAF* (V600E), CRAF or PI3K [21], numerous transformed phenotypes became apparent, including morphologic changes (refractile, spindle shaped), loss of contact inhibition, and enhanced growth in soft agar (Fig 5C). These results indicate that *MCL-1* can co-operate with *MAPK* and *PI3K* activation in oncogenic transformation, and raise the possibility that *MCL-1* may be an effective secondary target when designing combination therapies.

### *miR-32* replacement therapy and the *MCL-1*-specific antagonist sabutoclax were effective as single agents, and acted synergistically in combination with vemurafenib

Melanocytes are intrinsically resistant to apoptosis, which is thought to help explain the characteristically chemo-resistant behavior of melanoma [27]. To test the hypothesis that expression of *MCL-1*, a known anti-apoptotic factor, can contribute to drug resistance, we targeted *MCL-1* using a small molecule inhibitor (sabutoclax) in a variety of human melanomas, including *BRAF*^V600E^ and non-*BRAF* stage III/stage IV metastatic melanoma cell lines (Table 1). Sabutoclax is designed to specifically inhibit the BH3 binding domain of MCL-1 [28, 29] and has an MCL-1-selective activity in prostate cancer cells [30]. We found that sabutoclax treatment was very effective not only in *BRAF*^V600E^-expressing lines, regardless of *PTEN* status, but also in non-*BRAF* melanomas that currently have no effective clinical options (Table 1).

**Table 1:** A *MCL-1* specific inhibitor sabutoclax treatment is very effective not only in *BRAF*^V600E^-expressing lines, but also in non-*BRAF* melanomas that currently have no effective clinical options in the clinic.

Melanoma	Gender/age	Stage/site	*BRAF*/*NRAS* mutation	*PTEN*	Vemurafenib		Sabutoclax	
					Average IC-50 (μM)	STDEV	Average IC-50 (μM)	STDEV
Wild-type for *BRAF* and *NRAS*								
YUKIM	F/71	III, lymph node	WT	WT, LOH	6.615	0.422	0.523	0.026
WM3928		Metastatic melanoma	WT	unknown	6.329	0.337	0.346	0.008
*BRAF* mutants/*NRAS* wild-type/*PTEN* wild-type								
WM88	unknown	IV, metastatic	V600E	WT	0.070	0.012	0.238	0.007
A375	F/54	IV, lymph node metastasis	V600E	WT	0.131	0.006	0.186	0.003
*BRAF* mutants/*NRAS* wild-type/ *PTEN* mutant								
YUGEN8	F/44	IV, brain	V600E	Null	0.134	0.017	0.105	0.002
YULAC	F/66	IV, soft tissue, neck	V600K	P38S/LOH (C1143T)	0.127	0.019	0.070	0.011
*NRAS* mutants/*BRAF* wild-type								
YUDOSO	M/84	llb, primary melanoma, left abdomen, 2.5 mm	Q61K/WT	WT	6.839	0.238	0.346	0.008
WM3066		IV, metastatic	Q61K	WT	7.934	2.432	1.038	0.063

F: female; M: Male; II: Stage II, III: stage III and IV: stage IV metastatic melanoma; WT: wild type; Null: lacking the gene of interest; LOH: loss of heterozygosity.

To improve the efficacy and reduce the toxicity of the standard of care [31] we tested if the *MCL-1* inhibitor would be effective in treating *BRAF*^V600E^ tumors in combination with vemurafenib at MTD and sub-MTD doses. We found that combining sabutoclax with vemurafenib resulted in an enhanced effect, even when the *BRAF* inhibitor was used at a lower dose (Fig 6A). The two were synergistic in activity, and together lowered the IC-50 values dramatically, regardless of *PTEN* status (Fig 6A and S3 Table). Next we tested if *MCL-1* inhibition can potentiate the anti-tumor effects of vemurafenib *in vivo*. Addition of low-dose sabutoclax (25nM to 5nM) and vemurafeninb (25nM to 5nM) resulted in a significant reduction in tumor size in the A375 melanoma xenograft model (Fig 6B). Notably, the combination of sabutoclax and vemurafenib worked synergistically, and as well as high-dose vemurafenib (500nM) or sabutoclax (500nM) alone, resulting in a significant delay in melanoma tumor growth, even with low doses of each (25nM to 5nM).

**Fig 6:**
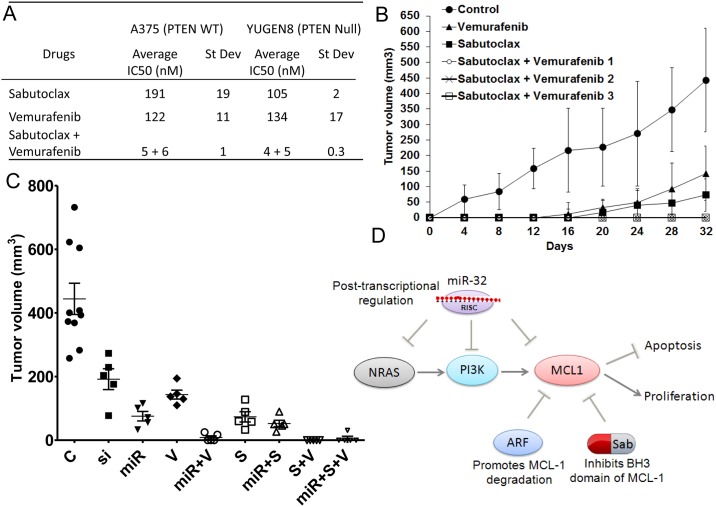
The *MCL-1*-specific antagonist sabutoclax and *miR-32* were effective as single agents, and acted synergistically in combination with vemurafenib in preclinical melanoma models. A, Synergistic effects of the *MCL-1* inhibitor sabutoclax with vemurafenib were tested by the Chou-Talalay method using the melanoma cell lines A375 (*BRAF*^V600E^/*PTEN* WT) and YUGEN8 (*BRAF*^V600E^/*PTEN* Null). Average IC-50 values from four different experiments are presented along with standard deviations. Combination index analysis is presented in S3 Table. B, Addition of low-dose (25nM to 5nM) sabutoclax and vemurafenib in combination and high-dose sabutoclax alone (500nM) and vemurafenib alone (500nM) resulted in a significant reduction in tumor size in the A375 melanoma xenograft model (n = 5, control n = 10); S+P-1 (V25nM+S25nM), S+P-2 (V12.5nM+S12.5nM), S+P3 (V5nM+S5nM). The association of drug treatment to survival was determined using Kaplan-Meir analysis and log-rank test, presented in S5 Fig ***P<0.001, as determined by students t-test. C, *miR-32* (miR) pretreatment potentiated the anti-tumor effects of sabutoclax (S) and vemurafenib (V) in combination in the A375 melanoma xenograft model (n = 5, control n = 10). ***P<0.001 was determined by ANOVA. Si: treatment with *MCL-1* siRNA. D, A model of the *miR-32*/*MCL-1* pathway in melanoma and perhaps other tumors is presented. The oncogenic *MCL-1* and its upstream effectors *NRAS/PI3K* are regulated by the tumor suppressor activity of both *miR-32*. MCL-1 levels are also regulated by *ARF* mediated proteasomal degradation. *MCL-1* inhibition by *miR-32* or by sabutoclax (Sab), alone or in combination, can be an effective anti-melanoma therapy.

The Kaplan-Meier analysis and log-rank test were used to determine the association of drug treatment to survival. Humane endpoints were used for the animal survival study (see methods for details). No significant difference was observed between the control and vemurafeninb-treated groups in terms of overall survival, with a 50% survival of 60 days. Mice treated with sabutoclax lived somewhat longer with a 50% survival of 110 days (S5 Fig). In contrast, mice treated with sabutoclax plus vemurafeninb lived longer than one year (S5 Fig, p-value < 0.0007). We also discovered that *miR-32* pretreatment can potentiate the anti-tumor effects of sabutoclax and vemurafenib *in vivo* (Fig 6C). Treatment with *miR-32* in combination with sabutoclax and vemurafenib caused a significant reduction in tumor size in the A375 melanoma xenograft model, resulting in a significant delay in melanoma tumor growth. No other toxic side effects besides a transient 5–10% weight loss were noted in the group of animals treated with sabutoclax either alone or in combination. Presumably, more dramatic effects on tumor cell growth would be obtained with additional doses of *miR-32* and these drugs.

## Discussion

A major challenge in developing effective anti-melanoma therapy has been to identify approaches that target multiple melanoma subtypes irrespective of the status of powerful oncogenic drivers, such as mutant *BRAF*, mutant *NRAS*, or loss of *PTEN*. Melanomas tend to be inherently resistant to conventional therapies, resulting in a high incidence of mortality as melanoma accounts for 75% of all deaths associated with skin cancer. Moreover, there are no effective treatment options available for wildtype *BRAF*/*NRAS* melanomas, which constitute ~30% of all melanomas.

During our analysis of the *CDKN2a* locus in malignant melanoma we discovered that upregulation of the pro-survival gene *MCL-1* was associated with loss of *ARF*, a relatively common occurrence in melanoma [12], providing some explanation for the characteristically chemo-resistant behavior of most melanomas. This finding prompted an in depth analysis of the mechanisms by which *MCL-1* is regulated. We report here for the first time that *miR-32* behaves as a tumor suppressor miRNA in melanoma by inhibiting the expression of *MCL-1*, as well as its upstream effectors *NRAS* and PI3K. In this way *miR-32* also helps regulate the *RAS→RAF→MEK→ERF* and *PI3K→AKT→mTOR* pathways. miR-32 is recently shown to target EZH2 and is down regulated in uveal melanoma [32]. Although *MCL-1* overexpression alone was insufficient to transform primary melanocytes, we found that the overexpression of *MCL-1* even at levels 8-fold higher than melanocytes (compared to the ~20-fold higher levels observed in melanoma cell lines) can transform *BRAF*^V600E^-expressing primary melanocytes, and collaborate with *CRAF* and *PI3K* activation to induce anchorage-independent growth in primary melanocytes.

Given the crosstalk demonstrated by our data and the findings reported in the literature, we reasoned that co-targeting *BRAF*^V600E^ and the *MCL-1* pathway might represent an effective combination anti-melanoma strategy. In support of this notion *BRAF*^V600^ signaling has been reported to trigger apoptotic resistance in melanoma by selectively affecting the expression of the *MCL-1* splice variant *MCL-1L* [33]. Moreover, *MCL-1* expression is upregulated upon activation of the *PI3K→AKT* pathway [34], which has been implicated in resistance to *BRAF* inhibitors [35], and downregulated upon inhibition of the MAPK pathway [36]. *BRAF*^V600^ has been shown to not only stabilize the *MCL-1* protein [37], but to induce *MCL-1* transcription through activation of STAT3, rendering melanoma cells susceptible to apoptosis via STAT3 suppression [37]. Finally, depletion of *MCL-1* promotes anoikis in *BRAF*^V600^ melanoma cells [38].

We found that unlike vemurafenib, which is only effective in patients harboring *BRAF*^V600E^ mutant melanomas, targeting *MCL-1* using the small molecule inhibitor sabutoclax is effective in a variety of human melanoma molecular subtypes, including *BRAF*^V600E^ and non-*BRAF* stage III/stage IV metastatic melanoma cell lines (Table 1). Single agent activity of sabutoclax was slightly more effective in *PTEN* null cell lines (105nM) as compared to *PTEN* wildtype cell lines (191nM), whereas vemurafenib treatment showed no differential effects with respect to *PTEN* status. Combining sabutoclax with vemurafenib proved to be highly effective and highly synergistic (summarized in Fig 6D) Due to this strong synergy, efficacy can be achieved by combining vemurafenib and sabutoclax at lower doses, thereby mitigating the deleterious side effects associated with vemurafenib treatment (skin lesions, low grade squamous cell carcinomas). Hence, the combination of sabutoclax and vemurafenib may provide a better clinical option for many melanoma patients.

Based on its ability to regulate multiple key melanoma pathways, we anticipated that *miR-32* treatment would be effective at reducing tumor growth *in vivo*. Here we validate the efficacy of *miR-32* expression on inhibiting tumor growth, which was more effective than vemurafenib. Moreover, the combination *miR-32* and vemurafenib was more effective than either vemurafenib or *miR-32* treatment alone. In fact, the *miR-32*/vemurafenib combination worked as effectively in inhibiting tumor growth as the combination of sabutoclax and vemurafenib, likely because *miR-32* and sabutoclax are equally effective at inhibiting *MCL-1*. Accordingly, there was no added therapeutic benefit from combining *miR-32* with sabutoclax, which were equally effective individually at inhibiting *MCL-1*.

## Conclusions

Taken together, our results demonstrate that the loss of two tumor suppressors (*miR-32* and *ARF*) in concert with overexpression of oncogenic *MCL-1* represent key complementary drivers in melanomagenesis. The data also suggest that melanoma’s recalcitrance to many forms of therapy may lie, at least in part, in its ability to circumvent apoptosis by downregulating *ARF*/*miR-32* and/or upregulating *MCL-1*. We posit that *MCL-1* inhibition via *miR-32* or sabutoclax can be effective therapy, alone or in combination with other agents, in a variety of human melanoma subtypes that currently have no effective treatment options available in the clinic.

## Supporting Information

S1 Fig Gene expression analysis of the ARF-deficient (^-/-^ and ^-/+^) and INK4a-deficient (^-/-^ and ^-/+^) melanomas from the HGF/SF transgenic mice. A, Gene expression analysis identified MCL-1 as one of the top overexpressed genes associated with ARF loss. The significantly up and down regulated genes are listed. B, The principal component analysis is presented.

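The authors' deposited table of changed genes holds 122 probe sets, of which 121 are not Affymetrix control probe sets and were tested here. All 121 had the same sign in limma as in the authors' deposited table, with 48 higher and 73 lower in ARF-deficient melanomas (n = 6) than in INK4a-deficient melanomas (n = 7), and their differences correlated across probe sets with a Spearman rho of 0.972. The log2 differences ran from -1.83 to 2.53, with a median size of 0.54, and 11 probe sets differed by at least 1. An unadjusted p under 0.05 was found for 120 of the 121, and 115 had an exact Mann-Whitney p under 0.05. None passed an adjusted p under 0.05 over all probe sets tested, and 120 passed when adjusted over the list alone. The list was chosen by the authors on these same tumors, so neither the shared sign nor the count adjusted over the list alone is independent evidence of a difference.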

(PDF)

S2 Fig Gene network analysis of the top over-represented genes in tumors lacking ARF. Top over-represented gene networks were analyzed using ingenuity pathway analysis software identified MCL-1 linked to NFkB, interferon alpha, RNA polymerase II, follicle-stimulating hormone and cyclin D2 pathways. We hypothesize that there may be a direct regulation of MCL-1 through the CDKN2A locus by ARF (represented by a dotted red line).
(PDF)

S3 Fig The miR-32 chromosomal location. A, miR-32 is located on chromosome 9q31 (in the NR_029506.1 noncoding region) and is highly conserved between species (according to miRcode the miR-32 gene is conserved 89% among primates and 61% among mammals) B, miR-32 stem loop structure is presented.
(PDF)

S4 Fig MCL-1 is a strong candidate for an oncogene. A meta-analysis was used to show that compared to normal tissue MCL-1 is highly upregulated in 57 cancer data sets, whereas E2F-1, as a positive control, was upregulated in 45 cancer data sets. Actin was used as a negative control for this analysis and was upregulated in only 8 cancer types.
(PDF)

S5 Fig The Kaplan-Meir analysis and log-rank test were used to determine the association of drug treatment to survival. A375 melanoma cells were grown in athymic nude mice and treated as indicated. In this experiment no significant difference was observed between the control (C) and vemurafeninb-treated groups (V) in terms of overall survival, with a 50% survival of 60 days. Mice treated with Sabutoclax (S) had a 50% survival of 110 days. In contrast, mice treated with sabutoclax plus vemurafeninb (S+V) lived longer than one year. ***P-value < 0.0007, as determined by ANOVA (5-25nM). S+V-1 (V25nM+S25nM), S+V-2 (V12.5nM+S12.5nM), S+V-3 (V5nM+S5nM). Humane endpoints were used for the animal survival study and all efforts were made to minimize suffering (see methods for details).
(PDF)

S1 Table GO analysis of the microarray data. GO analysis of Ink4a^-/-, +/+^ (A) and ARF^-/-, +/+^ (B) melanomas revealed that loss of ARF is associated with more aggressive tumors and upregulation of DNA synthesis and repair machinery.
(PDF)

S2 Table An integrated analysis of microRNA-predicted sites in the 3’UTR of MCL-1 mRNA. The analysis was performed using GO miR software that integrates multiple target prediction algorithms (miRanda, TargetScan, PicTar4way, RNAhybrid, TraBase, PicTar5way).
(PDF)

S3 Table MCL-1 inhibitor sabutoclax is highly synergistic in combination with vemurafenib in melanoma cells. Synergistic effects of MCL-1 inhibitor sabutoclax with vemurafenib was tested using Chou-Talalay method using melanoma cell lines A375 (BRAFV600E/PTEN WT) and YUGEN8 (BRAFV600E/PTEN Null). Average IC-50 values from four different experiments are presented along with standard deviation. CI: combination index values.
(PDF)

# Supplementary material for: Integrated Genomics Identifies miR-32/MCL-1 Pathway as a Critical Driver of Melanomagenesis: Implications for miR-Replacement and Combination Therapy
**Source:** PLoS One. 2016 Nov 15;11(11):e0165102. doi: 10.1371/journal.pone.0165102
**Supplement:** S1 Table — GO analysis of Ink4a-/-, +/+ (A) and ARF-/-, +/+ (B) melanomas revealed that loss of ARF is associated with more aggressive tumors and upregulation of DNA synthesis and repair machinery.

S1 Table-A. Ink4A -/+ and -/- Melanoma GOs

Total	Change	P-Value	GO ID	Term
45	3	0.0005	19887	protein kinase regulator activity
47	3	0.0006	19207	kinase regulator activity
14	2	0.0011	6469	negative regulation of protein kinase activity
14	2	0.0011	43086	negative regulation of enzyme activity
15	2	0.0013	4860	protein kinase inhibitor activity
16	2	0.0015	19210	kinase inhibitor activity
23	2	0.003	82	G1/S transition of mitotic cell cycle
24	2	0.0033	48468	cell development
1	1	0.0036	46219	indolalkylamine biosynthesis
1	1	0.0036	6587	serotonin biosynthesis from tryptophan
1	1	0.0036	4587	ornithine-oxo-acid transaminase activity
1	1	0.0036	4510	tryptophan 5-monooxygenase activity
1	1	0.0036	42435	indole derivative biosynthesis
1	1	0.0036	42428	serotonin metabolism
1	1	0.0036	42427	serotonin biosynthesis
1	1	0.0036	42326	negative regulation of phosphorylation
1	1	0.0036	30170	pyridoxal phosphate binding
1	1	0.0036	45936	negative regulation of phosphate metabolism
2	1	0.0072	7529	establishment of synaptic specificity at neuromuscular junction
38	2	0.0082	45859	regulation of protein kinase activity
1855	13	0.0095	5515	protein binding

S1 Table-B. ARF +/- and +/- Melanoma GOs: DNA synthetic machinery upregulated

Total	Change	P-Value	GO ID	Term
2	2	0	6273	lagging strand elongation
2	2	0	6269	DNA replication, synthesis of RNA primer
25	4	0	6261	DNA-dependent DNA replication
70	7	0	6260	DNA replication
295	14	0	6259	DNA metabolism
10	3	0	30894	replisome
449	12	0	7049	cell cycle
141	7	0	5694	chromosome
14	3	0	5657	replication fork
2070	26	0	5634	nucleus
89	7	0	67	DNA replication and chromosome cycle
2	2	0	3896	DNA primase activity
592	12	0	8283	cell proliferation
3	2	0.0001	6271	DNA strand elongation
3	2	0.0001	5658	alpha DNA polymerase primase complex
18	3	0.0001	8094	DNA-dependent ATPase activity
3716	32	0.0003	43229	intracellular organelle
3716	32	0.0003	43226	organelle
4341	35	0.0005	5622	intracellular
9	2	0.0009	6270	DNA replication initiation
9	2	0.0009	4727	phosphorylated protein tyrosine phosphatase activity
3284	28	0.0015	43231	intracellular membrane-bound organelle
3284	28	0.0015	43227	membrane-bound organelle
1684	18	0.0015	3676	nucleic acid binding
1709	18	0.0018	6139	nucleobase, nucleoside, nucleotide and nucleic acid metabolism
179	5	0.0024	42623	ATPase activity, coupled
187	5	0.0029	16887	ATPase activity
16	2	0.0031	46165	alcohol biosynthesis
16	2	0.0031	19319	hexose biosynthesis
16	2	0.0031	46364	monosaccharide biosynthesis
280	6	0.0033	3723	RNA binding
285	6	0.0036	17111	nucleoside-triphosphatase activity
301	6	0.0047	16462	pyrophosphatase activity
20	2	0.0048	6306	DNA methylation
20	2	0.0048	6305	DNA alkylation
304	6	0.0049	16818	hydrolase activity, acting on acid anhydrides, in phosphorus-containing anhydrides
304	6	0.0049	16817	hydrolase activity, acting on acid anhydrides
1	1	0.0052	46073	dTMP metabolism
1	1	0.0052	6231	dTMP biosynthesis
1	1	0.0052	4844	uracil DNA N-glycosylase activity
1	1	0.0052	4799	thymidylate synthase activity
1	1	0.0052	4368	glycerol-3-phosphate dehydrogenase activity
1	1	0.0052	9177	pyrimidine deoxyribonucleoside monophosphate biosynthesis
1	1	0.0052	9176	pyrimidine deoxyribonucleoside monophosphate metabolism
1	1	0.0052	9162	deoxyribonucleoside monophosphate metabolism
1	1	0.0052	9157	deoxyribonucleoside monophosphate biosynthesis
1	1	0.0052	9130	pyrimidine nucleoside monophosphate biosynthesis
1	1	0.0052	9129	pyrimidine nucleoside monophosphate metabolism
1	1	0.0052	42083	5,10-methylenetetrahydrofolate-dependent methyltransferase activity
1	1	0.0052	19510	S-adenosylhomocysteine catabolism
1	1	0.0052	19031	viral envelope
1	1	0.0052	17056	structural constituent of nuclear pore
1	1	0.0052	46498	S-adenosylhomocysteine metabolism
21	2	0.0053	5643	nuclear pore
21	2	0.0053	46930	pore complex
68	3	0.0054	16779	nucleotidyltransferase activity
22	2	0.0058	793	condensed chromosome
24	2	0.0069	6304	DNA modification
24	2	0.0069	3899	DNA-directed RNA polymerase activity
335	6	0.0078	46907	intracellular transport
2451	21	0.0089	8151	cell growth and/or maintenance
695	9	0.0093	43232	intracellular non-membrane-bound organelle
695	9	0.0093	43228	non-membrane-bound organelle

# Supplementary material for: Integrated Genomics Identifies miR-32/MCL-1 Pathway as a Critical Driver of Melanomagenesis: Implications for miR-Replacement and Combination Therapy
**Source:** PLoS One. 2016 Nov 15;11(11):e0165102. doi: 10.1371/journal.pone.0165102
**Supplement:** S2 Table — The analysis was performed using GO miR software that integrates multiple target prediction algorithms (miRanda, TargetScan, PicTar4way, RNAhybrid, TraBase, PicTar5way).

S2 Table. An integrated analysis of microRNA-predicted sites in the 3'UTR of MCL-1 mRNA. The analysis was performed using GO miR software that integrates multiple target prediction algorithms (miRanda, TargetScan, PicTar4way, RNAhybrid, TraBase, PicTar5way).

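S2 Table lists, for the 3' UTR of the MCL-1 mRNA, the microRNA families whose seed could pair with it. It has 12 families, each with the length of the match to the seed, the conservation of the site and the form of the mRNA that carries it. In the paper's table, 3 families have a site in all forms of the mRNA and 9 in the long form. The family that contains miR-32 is among the former, and is the 1 family listed there as highly conserved. These are predictions from sequence and are not measurements of binding. For miR-32, the paper also tested the site in the MCL-1 3' UTR with luciferase reporters, including a mutant without the seed region.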

microRNA	Comple-<br>mentarity	Conservation	Regulates<br>short/long forms<br>of MCL-1 mRNA
miR-25/32/92/92ab/363/367	8mer	Highly conserved	All forms
miR-193ab	8mer	Conserved	All forms
miR-153	7mer-8	Conserved	All forms
miR-29ac	8mer	Conserved	Long form
miR-125/351	8mer	Conserved	Long form
miR-17-5p/20/93.mr/106/519.d	8mer	Conserved	Long form
miR-181	7mer	Conserved	Long form
miR-27ab	8mer	Poorly conserved	Long form
miR-15/16/195/424/497	7mer	Poorly conserved	Long form
miR-135	7mer	Poorly conserved	Long form
miR-133	7mer	Poorly conserved	Long form
miR-106/302	7mer	Non conserved	Long form

# Supplementary material for: Integrated Genomics Identifies miR-32/MCL-1 Pathway as a Critical Driver of Melanomagenesis: Implications for miR-Replacement and Combination Therapy
**Source:** PLoS One. 2016 Nov 15;11(11):e0165102. doi: 10.1371/journal.pone.0165102
**Supplement:** S3 Table — Synergistic effects of MCL-1 inhibitor sabutoclax with vemurafenib was tested using Chou-Talalay method using melanoma cell lines A375 (BRAFV600E/PTEN WT) and YUGEN8 (BRAFV600E/PTEN Null). Average IC-50 values from four different experiments are presented along with standard deviation. CI: combination index values.

S3 Table. MCL-1 inhibitor sabutoclax is highly synergistic in combination with vemurafenib in melanoma cells. Synergistic effects of MCL-1 inhibitor sabutoclax with vemurafenib was tested using Chou-Talalay method using melanoma cell lines A375 (BRA^{FV600E}/PTEN WT) and YUGEN8 (BRA^{FV600E}/PTEN Null). Average IC-50 values from four different experiments are presented along with standard deviation. CI: combination index values

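The Chou-Talalay method compares the effect of a drug pair with that expected if the drugs' effects were additive, and gives a combination index for each pair of doses. The paper's table treats an index under 1 as synergy. Sabutoclax, an inhibitor of MCL-1, and vemurafenib, an inhibitor of mutant BRAF, were given at equal doses, in 10 pairs from 0.5 to 250 nM. In the paper's table, the index for A375 cells ran from 0.029 at 7.8 nM to 0.704 at 250 nM, and for YUGEN8 cells from 0.018 at 0.5 nM to 0.69 at 250 nM, so that all 10 pairs in each line were under 1. No error is printed beside the indices in the table's text.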

A375 cells<br>INK4A/ARF-/-, BRAFV600E, PTENwt			YUGEN8 cells<br>INK4A/ARF-/-, BRAFV600E, PTENnull		
Sabutoclax	Vemurafenib	CI	Sabutoclax	Vemurafenib	CI
nM	nM		nM	nM	
0.5	0.5	0.0340	0.5	0.5	0.0180
1	1	0.0680	1	1	0.0320
2	2	0.0350	2	2	0.0440
3.9	3.9	0.0750	3.9	3.9	0.0970
7.8	7.8	0.0290	7.8	7.8	0.0300
15.6	15.6	0.0590	15.6	15.6	0.0590
31.25	31.25	0.1170	31.25	31.25	0.1190
62.5	62.5	0.2350	62.5	62.5	0.2380
125	125	0.3520	125	125	0.3450
250	250	0.7040	250	250	0.6900

CI<1 Highly Synergistic

CI=1 Additive

CI>1 Antagonistic

How the deposited data were processed for this re-analysis (not part of the article)

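Gene expression was measured on 13 Affymetrix arrays, 1 per melanoma, from 6 ARF-deficient (5 heterozygous, 1 null) and 7 INK4a-deficient (3 heterozygous, 4 null) tumors of HGF/SF transgenic mice. The authors deposited log values of 22690 probe sets, made in GeneSpringGX and centred per probe set on the median of the 13 arrays: all 22690 rows have a median of 0. The log base is not stated and was taken as 2; the method of summarization and the normalization between arrays are not given in the sources used here. The authors also deposited a list of 122 probe sets with a signed score per array, whose scale and reference are not stated, and these scores were used for the sign and order of differences and, in the closing section, for their size under different readings of the scale. Both tables give probe set identifiers without genes.

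All comparisons were made on the deposited values, read as log2. The 64 Affymetrix control probe sets were left out of the tests across probe sets, which left 22626. Because the values carry no levels, no expression filter was applied. Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend of the prior variance on the mean, two-sided, Benjamini-Hochberg adjustment, threshold 0.05). The trend was part of the design set before the data were examined, when levels were assumed; on centred values the mean carries no level and grows with the size of a difference. On simulated data (5 sets, each with 22626 probe sets and the residual spread of the real ones), the fit with the trend recovered 66.6% of differences of 1 and 80.8% of differences of 2 between ARF-deficient and INK4a-deficient arrays, and the fit without it 68.8% and 92.4%. Of all calls in these sets, 6.23% were false with the trend and 6.06% without it, slightly above the nominal 5%. The changed probe sets, 500 of each size over the 5 sets, were picked at random. All simulated probe sets were independent and not centred. These rates compare the 2 fits and need not hold for the deposited values. The fit with the trend was kept as the main one because it was set beforehand, and the fit without it was run as an alternative. The outcomes of both on the deposited values had been seen when this was decided.

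Single measures were compared by exact permutation over all splits of the arrays into 6 and 7. The Mann-Whitney test named in the methods was computed exactly from the same splits. Principal components were computed from the centred, unscaled values. The log2 difference between the 3' and 5' control probe sets of beta-actin and Gapdh was taken as a sign of RNA quality. As each probe set is centred, these ratios are relative to the other arrays. INK4a null and heterozygous tumors were compared in a fit with 3 groups over all 13 arrays. Correlations across arrays have p-values from 100000 permutations.

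The rule for named genes, set before the data were examined, asked for the genes with the largest changes past the threshold, filled up by the smallest unadjusted p, the genes the paper names and members of gene lists. As identifiers are not paired with genes in the files, the rule could be applied only to probe sets, of which the 2 with the smallest p in each direction are given. Mcl1, the lists of pathway genes and the lists of cell type markers are not analysed here. Alternatives covered normalization, the variance model, array weights, zygosity, label endings and leaving out each array. Their values, and those of alternatives chosen after seeing the data, are given in the closing section.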

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

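Of 54 combinations of measure and genotype group examined, 3 held a tumor far from the rest of its group, about as many as the 1 in 20 that chance gives. In INK4a null tumor 2.2, the control probe set for the middle of 18S ribosomal RNA stood at 2.26 on the log2 scale, while the other INK4a-deficient tumors reached at most 0.24, and the 5' probe set of the same RNA stood at 1.67, with the others at most 0.26. The 5' control probe set of the transferrin receptor was 0.38 in ARF-deficient tumor 8 and at most 0.08 in the other ARF-deficient tumors.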

How the results depend on the processing

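The alternatives with the beta-actin 3'/5' ratio as a covariate and with the authors' listed probe sets only were chosen after seeing the data. No alternative gave a probe set past the adjusted threshold between ARF-deficient and INK4a-deficient melanomas; the smallest adjusted p ran from 0.173 to 1.00 over the limma alternatives. At an unadjusted p under 0.05, the count of 1131 became 1115 without the trend, 1741 with zygosity as a covariate (1012 higher in ARF-deficient), 2871 in heterozygous tumors only (1636 higher), 681 in tumors whose label has no decimal ending, and 678 with the ratio as a covariate. Leaving out each array gave 685 to 1836: 685 without ARF-deficient tumor 13, 1811 without ARF-deficient tumor 8 and 1836 without INK4a-deficient tumor 3. The silhouette width of 0.0231 turned negative with zygosity removed (-0.00967), in tumors whose label has no decimal ending (-0.0354) and with unit variance (-0.0272), and ran from -0.0245 to 0.0884 when each array was left out; it passed no test in these. On the authors' listed probe sets only, it was 0.587 (exact permutation p = 0.000583, the smallest possible), but that list was chosen by genotype on these arrays. Between INK4a null and heterozygous tumors, the 28 probe sets past the adjusted threshold became 1 with quantile normalization, 0 in the 7 INK4a arrays alone (2948 at an unadjusted p under 0.05 in limma), and 16 with the ratio as a covariate; leaving out each INK4a array gave 0 to 645, and 1853 to 4255 at an unadjusted p under 0.05, against 3202. For these shifts the cause was not tested, and some of the fits also had fewer arrays. The sign of the 121 listed probe sets held in all 15 alternatives, and 96 to 120 had an unadjusted p under 0.05. The signs of the 4 named probe sets held in all 19 alternatives. As each of the 4 separated the groups completely, leaving out tumors could not change its sign. Floors and filters on low values were not run, as the values carry no levels; alternatives for Mcl1 and the gene lists were not run, as probe sets are not paired with genes. No paired analysis was possible because the groups compared share no replicate numbers. Signal over background is not given, so limits from dim probe sets are unknown.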

Differences from the paper's values

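The paper's sentence on principal component analysis names ARF-deficient tumors on both sides of its comparison; it was read here as stating that the tumors clustered by genotype, with INK4a meant on one side. Here the silhouette width of the genotype groups was 0.0231 (exact permutation p = 0.318), and none of the alternatives set before the data were examined gave an exact p under 0.05. On the probe sets of the authors' deposited list, a setting chosen after seeing the values, it was 0.587 (exact permutation p = 0.000583); those probe sets had been selected on the same tumors for a difference between the genotypes.

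The paper describes the listed genes as significantly up- and downregulated. Without adjustment, 115 of the 121 tested probe sets of the list had an exact Mann-Whitney p under 0.05, the test named in the methods. None of the 121 had an adjusted p under 0.05 in limma. Of all 22626 probe sets tested, 782 had an exact Mann-Whitney p under 0.05 and 1131 an unadjusted p under 0.05 in limma. The smallest exact Mann-Whitney p that 6 and 7 tumors can give is 0.00117, which leaves that test with adjustment over all probe sets almost no way to call any, so its count of 0 is no evidence against the list. The paper names no adjustment for multiple tests.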

Other observations

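The tests with the beta-actin 3'/5' ratio as a covariate, the comparison of ratios between control transcripts, the comparison of the ratio and PC2 between null and heterozygous tumors and the simulated arrays were chosen after the results had been seen; the prediction for the count with the covariate between INK4a null and heterozygous tumors was written before its result, and the test on the share of the difference kept was chosen after it. Among INK4a-deficient melanomas, null (n = 4) and heterozygous (n = 3) tumors differed at 28 probe sets past an adjusted p under 0.05 in limma, 16 higher and 12 lower in null tumors, and at 3202 at an unadjusted p under 0.05. The adjusted count depended on the fit: it was 1 with quantile normalization and 0 in the 7 INK4a arrays alone. The paper does not report this comparison. None of the 28 is in the authors' list, but that list holds only 121 of the 22626 probe sets tested, so chance alone would rarely place any there. The log2 differences of the 28 ran from -1.83 to 2.28. The beta-actin 3'/5' ratio had a mean of 0.23 ± 0.61 (SD, n = 4) in null and -0.40 ± 0.05 (SD, n = 3) in heterozygous tumors (exact permutation p = 0.143, with 0.0286 the smallest possible). PC2, which follows that ratio, separated them completely, at -16.5 to 38.2 in null and -59.7 to -19.2 in heterozygous tumors (exact permutation p = 0.0571). Of the 3 heterozygous tumors, 15 and 6.2 had the highest correlation of any pair of arrays, 0.717, and shared 151 probe sets more than 2 log2 units above the median. Of the 35 splits of the 7 INK4a arrays into groups of these sizes, 3 gave at least 3202 probe sets. The highest other split gave 3554, so chance is not excluded. Another split had 224 past the adjusted threshold, several times the real count. On simulated arrays with independent probe sets, no split had any. Such arrays hold no correlation between probe sets, so they cannot tell a structure of the samples from correlated probe sets. What lies behind the 224 was not tested. With the beta-actin ratio as a covariate, 3195 had an unadjusted p under 0.05, of which 2231 had been among the 3202 with the same direction (69.7% of these), and 16 passed the adjusted threshold, with 11 of the 28 among them. The prediction asked for a count under 1697 with the covariate if the ratio was the cause. When each array was left out in turn, that count ran from 1654 to 4584. The lowest, without tumor 6.2, lay just under that bound, against 1853 in the same fit without the covariate. In these fits, 59.8% to 83.0% of the reduced fit's own calls were kept with the covariate. With the covariate, the 3202 kept a median of 0.943 of their difference (0.929 to 0.982 when each array was left out) and the 28 kept 0.980. The 1721 probe sets that follow the ratio kept 0.161 (0.0848 to 0.442), but they were picked for following it. The 3202 and the 28 were picked on this contrast without the covariate. As the ratio varied among null tumors (SD 0.61), that pick favors probe sets that do not follow it. The shares kept describe these probe sets and cannot test the ratio as a cause. The 28 all kept their direction, with a median size of 1.05 before and 1.04 after and a median standard error of 0.15 before and 0.17 after. Of the 17 calls that ended, the standard error rose in all 17 and the difference shrank in 12, with a median size of 1.05 before and 1.03 after, and their adjusted p lay between 0.0526 and 0.0986. None of the 28 followed the ratio past the adjusted threshold, where 1721 of all 22626 probe sets did, so few of the 28 would do so by chance. With all arrays, the count of 3195 with the covariate did not fall under the bound of 1697, but without tumor 6.2 it did. The ratio as the whole cause therefore stays open. RNA quality that this ratio does not capture was not tested, and zygosity and chance also stay open. Of the 35 splits with the covariate, the real one included, 2 gave at least 3195, with 4301 in the highest other. The count past the adjusted threshold was 0 without tumor 6.2 or 2.2, 3 without tumor 3, 11 without tumor 7.2, 18 without tumor 15, 183 without tumor 1.2 and 645 without tumor 5.2. Zygosity stays open as a biological explanation.

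Between the genotypes, 35 of 100 splits of the 13 arrays into 6 and 7, the real one included, gave at least the real count of 1131 probe sets at an unadjusted p under 0.05, and the highest other split gave 3423, so chance is not excluded. That other split exceeds the real count several times. On simulated arrays with independent probe sets, the highest of the same splits gave 1234. Those arrays hold no correlation between probe sets, so they cannot tell a structure of the samples from correlated probe sets. What lies behind the 3423 was not tested. Whether differences in RNA quality hide a genotype difference stays open: a hidden difference would raise the count with the ratio as a covariate, and it fell from 1131 to 678, under the chance count, as the prediction asked of evidence against this explanation. That prediction set no spread, and 62 of the 100 splits with the covariate, the real one included, gave at least as many (median 790, lowest 268), so the fall is within the spread of the splits. This reading of the count was chosen after the count was seen. Mixed zygosity may hide one: heterozygous tumors alone gave 2871, but 6 of their 56 splits gave as many, with 4016 in the highest other. The prediction took such a share as evidence against this explanation, but a share that misses the threshold with 5 and 3 tumors excludes nothing, so mixed zygosity and chance cannot be told apart.

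The expression of many probe sets followed the beta-actin 3'/5' ratio: 1721 passed an adjusted p under 0.05 in limma, 512 rising and 1209 falling with the ratio, and 940 with the genotype group in the same fit. Of 100 pairings of ratios with arrays, the real one included, 1 gave as many. The highest other gave 968, so a chance pairing can give many, and at this number of pairings chance is unlikely for the 1721 but not excluded. RNA degradation or short cDNA is a candidate explanation. The Gapdh ratio, from another transcript, had r = 0.914 with the beta-actin ratio (permutation p = 1e-05, the smallest the permutations can give; rho = 0.929, permutation p = 2e-05; r = 0.912 without the 2 arrays farthest from the median, 0.941 within ARF-deficient and 0.901 within INK4a-deficient tumors). The transferrin receptor ratio ran the other way (r = -0.57, permutation p = 0.0412, adjusted 0.0686 over 5 relations; rho = -0.51, permutation p = 0.0820; r = -0.40 without the 2 farthest arrays), and its level is unknown in centred values. The pyruvate carboxylase ratio showed no relation past the threshold (r = 0.287, permutation p = 0.347; rho = 0.390, permutation p = 0.190; r = 0.32 without the 2 farthest arrays, 0.426 within ARF-deficient and -0.09 within INK4a-deficient tumors), so the explanation stays open. The ratio did not differ between genotypes beyond the spread (0.48 ± 0.76 (SD, n = 6) in ARF-deficient and -0.04 ± 0.55 (SD, n = 7) in INK4a-deficient tumors, exact permutation p = 0.177). The ratio was also not separated from the level of beta-actin, and no biological explanation was tested.

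Probe sets far above their median were shared between tumors. In INK4a heterozygous tumors 15 and 6.2, 185 and 436 probe sets lay more than 2 log2 units above the median, and 151 of them were shared, against 3.56 expected for independent lists. ARF heterozygous tumors 12 and 9 had 377 and 103 such probe sets and shared 75, against 1.72. Sharing crossed the genotypes: ARF tumor 12 shared 140 with INK4a tumor 6.2, against 7.26, 109 with tumor 15, against 3.08, and 60 with INK4a null tumor 3, which had 74, against 1.23. The expected numbers take every probe set as equally likely to lie that far above its median. ARF tumors 12 and 14, with a correlation of -0.03, also shared 22, against 0.62, while INK4a tumors 6.2 and 1.2 shared 0, against 0.83. An excess over the expected number therefore does not show a likeness particular to a pair. No pair of arrays held near-identical values. The highest correlation was 0.717, between tumors 15 and 6.2. It was taken across probe sets, which are not independent replicates.

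The first line of the authors' deposited list states a fold change of at least 5. In the authors' deposited table, the difference of group means reaches that fold for 7 of its 122 probe sets if the scores are read as log2, for 12 if read as natural logs and for 72 if read as log10, so none of these readings gives it for the whole list.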
